A study of Mus musculus with 10 samples. Its data were reported in "STRAP regulates alternative splicing fidelity during lineage commitment of mouse embryonic stem cells" (2020).

How the data were processed

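RNA abundance was measured in mouse embryonic stem cells (ESCs), in embryoid bodies (EBs, cell aggregates that differentiate in suspension) at day 9, and in wild-type (WT) embryos at embryonic days 8.0 (E8.0) and 9.0 (E9.0). Genotypes were WT or knockout (KO) for Strap, which encodes a WD40-repeat protein. Groups came from the sample labels: 1 WT ESC library, 1 KO ESC library, and 2 libraries each of WT EBs, KO EBs, E8.0 embryos and E9.0 embryos. The column headers of the E8.0 libraries carry a later stage name than the labels, and the stage of the labels was used. RNA was extracted with Trizol and treated with DNase, and ribosomal RNA was depleted before library preparation. The labels and the methods name different depletion kits.

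The authors deposited 1 table of FPKM (a fragment number scaled to transcript length and to the mapped fragments of the library), with 1 column per library. Reads were paired-end, 75 bases long. The authors trimmed adapters, aligned with STAR 2.5.2b to GRCm38 and estimated abundance with Cufflinks 2.2.1, with the strand of the reads taken into account. Whether the libraries were also rescaled to one another is not stated. The table held 46955 rows, of which 15741 were listed at 0 in every library, 1062 carried more than one gene name and 173 had a name that occurred more than once. Of 45720 rows with a single name, 43671 (95.5%) were matched by symbol to 1 gene of the GENCODE annotation of GRCm38, which gave identifiers, coordinates and locus lengths.

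FPKM tables hold no counts, so a test for counts was not used. Differences were tested with limma 3.58.1 in R 4.3.3 (linear models with moderated variance and a trend on abundance) on log2(FPKM + 1). All fold changes below are on that scale, which understates the change of low genes. A gene entered the test with FPKM of at least 1 in at least 2 of the 8 EB and embryo libraries, which left 15160 rows, 794 of them with merged names. One model held the 4 EB and embryo groups, with 4 residual degrees of freedom and 2.73 prior degrees of freedom. Tests were two-sided, with Benjamini-Hochberg adjustment over all rows tested and a threshold of 0.05. The stated thresholds of the study's own test, unadjusted p under 0.01 with an absolute log2 fold change over 1, were also applied to the limma values. The test differs from the Cuffdiff test of the study, which needs the alignments.

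Gene lists for cell types, pathways and complexes were tested with camera (preset correlation 0.01, then with a correlation estimated from the data), with fry beside it. A list needed at least 4 genes past the filter, and 36 lists had them. Adjustment was over those lists. In the ESC pair and in the comparison of WT EBs with WT ESCs a group had 1 library, so no test was made. There, a list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression. In the ESC pair, genes with FPKM of at least 5 in either library were compared.

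The groups, the lists, the model, the thresholds and the rule for named genes were chosen before the data were examined. Named genes of each replicated comparison were the 10 highest and 10 lowest log2 fold changes among genes past the adjusted threshold whose groups did not overlap. Rows with more than one gene name, predicted genes and loci shorter than 300 bases were left out of this naming. Up to 4 members with the lowest p were taken from each list discussed, together with Strap and the genes that the study named in splicing, isoform or RNA-binding experiments. In the ESC pair the 10 highest and 10 lowest log2 ratios were taken by the same exclusions. Rows without a matched locus have no length and stayed in, among them Snora16a and Mir3068. One gene that this rule takes is not reported here. Other members of lists are named as counts allow and were chosen after their values were seen.

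Alternatives were a pseudocount of 0.1, no filter, a filter at FPKM of at least 5, quantile normalization, median scaling, a model of only the 4 libraries of a comparison, a replicate block, removal of loci shorter than 300 bases, robust moderation and removal of each library in turn. Weights by material (1 variance for EBs and 1 for embryos), the 4-library model with the replicate block and lists with merged rows were added after the data were seen. When each library was first left out, the abundance filter was applied again and lost genes. After those results were seen, the tested rows were held fixed.

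The pipeline was tested on simulated data with 200 changed genes among 15160 genes, in 5 runs. For the comparison of EBs, the model of 8 libraries recovered 73% of 2-fold and 96.6% of 4-fold changes, and 37.4% of its calls were false. The model of the 4 EB libraries recovered 19.8% of 2-fold and 88.6% of 4-fold changes, with 8.6% false calls. For the comparison of embryos, the model of 8 libraries recovered 68.8% of 2-fold and 95.6% of 4-fold changes, with 1% false calls. The model of the 4 embryo libraries recovered 95% and 99.8%, with 6.1% false calls. With weights by material, 98.2% of 2-fold changes were recovered in embryos with 12.5% false calls, and 37% in EBs with 14.5%.

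Sums of FPKM ran from 521660 to 735314 per library. The totals of mapped fragments are not given. The FPKM that 1 fragment is worth in low genes gave an apparent depth relative to the second WT EB library of 0.37 for WT ESCs, 0.36 for KO ESCs, 0.97 for the first WT EB library, 0.86 and 0.58 for the KO EB libraries, 2.4 and 2.02 for E8.0 and 1.82 and 2.96 for E9.0. No counting intervals were derived from these ratios. Splicing was not examined, because a table of gene values holds no junctions. Histone and globin genes have near-identical copies whose reads Cufflinks may divide, so their values are uncertain. Figures were drawn with matplotlib 3.10.9.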

Results

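RNA-seq was used to follow gene expression in ESCs and EBs with and without Strap, and in WT embryos over the day in which the neural tube and the heart take shape. The study chiefly asked how STRAP affects alternative splicing, and it also profiled gene expression by genotype and stage. Only gene expression is examined here. The data comprised 10 libraries: 1 WT and 1 KO ESC library, and 2 libraries each of WT EBs, KO EBs, E8.0 embryos and E9.0 embryos. Each embryo library was a pool of embryos. With 2 libraries in a group, p-values rest on the spread between these cultures or pools, which the model pooled over EBs and embryos. By the median differences given below, this lends EBs a tighter spread than their own and embryos a wider one. Between 12881 and 13886 genes had FPKM of at least 1 in a library. The share of FPKM in rows that resemble ribosomal RNA was 14.9% in the first WT EB library, 0.8% in the second, 4.8% and 1.7% in the KO EB libraries, 4.0% in WT ESCs and 6.9% in KO ESCs. Mitochondrial rows held 5.7% and 6.6% in WT EBs and 3.4% and 3.5% in KO EBs. The median difference between the 2 libraries of a group was 0.20 log2 units in WT EBs and 0.22 in KO EBs, against 0.08 at E8.0 and 0.10 at E9.0.

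Strap (ENSMUSG00000030224.10, chromosome 6, 137735078 to 137751932, GRCm38) was low in every KO library. FPKM was 68.7 in WT ESCs and 14.5 in KO ESCs, so 21.1% was left. In EBs the level was 48.4 ± 1.79 (SD, n = 2) in WT and 9.92 ± 2.03 (SD, n = 2) in KO, so 20.5% was left. The limma log2 change in EBs was -2.19 (SE 0.151, adjusted p = 0.00348). Embryos had 90.0 ± 4.46 (SD, n = 2) at E8.0 and 90.6 ± 11.2 (SD, n = 2) at E9.0. With only the 4 EB libraries in the model the log2 change was the same and the limma adjusted p was 0.115.

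**Figure D1:**
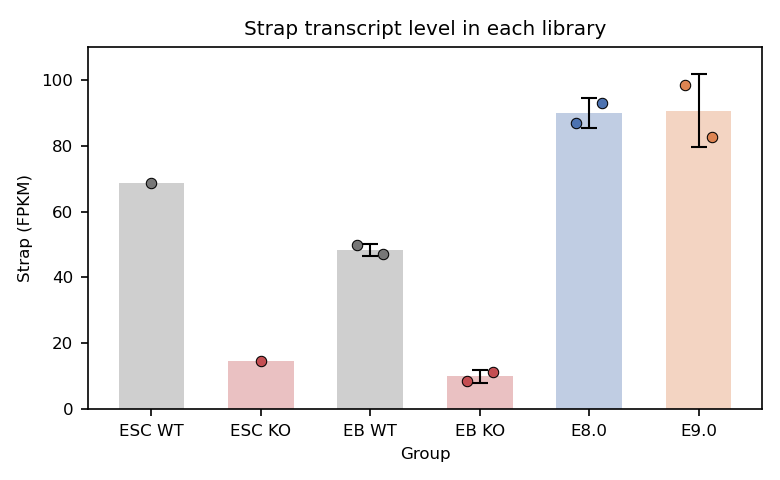
Strap FPKM in each group. Bars show the mean, error bars the SD, and points the libraries (1 library for each ESC group), and the KO bars stand at 14.5 in ESCs and 9.92 in EBs.

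Strap KO EBs had less of several cardiac muscle and imprinted transcripts than WT EBs. Actc1 (cardiac actin) fell by 4.29 on the log2 scale, from 49.3 ± 42.4 to 1.36 ± 1.64 FPKM (SD, n = 2, SE 0.695, limma adjusted p = 0.0363). Its log2 change ran from -5.28 to -3.30 without 1 library. Grb10, an imprinted growth-factor adaptor, fell by 3.46 (SE 0.266, limma adjusted p = 0.00526). Among the genes that rose were Nupr1, a stress-response gene, at 2.39 (SE 0.478, limma adjusted p = 0.0490), and the pluripotency factor Klf4, from 5.84 ± 0.182 to 26.8 ± 6.56 FPKM (SD, n = 2). Grb10, Tnni1, Tnnt2, Kdr, Isl1 and Asb4 also passed with weights by material, whereas Actc1, Nupr1 and Klf4 did not. Stress-response genes rose and cardiac, mesenchymal and imprinted genes fell as groups, although with an estimated correlation 0 of 36 lists passed, against 14 with the preset one, and 3 had an unadjusted camera p under 0.05.

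Across 15160 rows, 326 rose and 255 fell in KO EBs, 581 in all (limma, adjusted p under the threshold). At the study's thresholds, 195 were higher and 238 lower, and the excess of lower genes turned in 2 of the 4 models without 1 library (493 and 435 without the second WT library, 233 and 196 without the second KO library). It was 122 and 205 without the first WT library, 309 and 544 without the first KO library and 219 and 414 with a pseudocount of 0.1. Of the 581, 25 were loci shorter than 300 bases and 34 carried merged names. The groups did not overlap for 46.7% of all rows, where chance gives 33.3%. In simulated data for this comparison 37.4% of such calls were false, since the model lends EBs the tighter spread of the embryos. With only the 4 EB libraries in the model, 7 rows passed, all of them short or predicted non-coding loci, of which Snord83b, Mir703 and Mir669f were named here after their values were seen, and 1824 had an unadjusted p under 0.05. The excess of rises was not stable, with 271 up and 279 down under median scaling, 215 and 232 under quantile normalization, 246 and 250 with a pseudocount of 0.1, and 15 and 45 without the first WT library. The count was 60 without the first WT library, 1361 without the second WT library, 654 without the first KO library and 250 without the second KO library.

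The 10 highest named genes were Nupr1, Vax2 (2.27), Aqp8 (2.16), Klf4 (2.00), Srgn (1.97), Cbr3 (1.97), Lama1 (1.88), Platr13 (1.83), Snhg20 (1.74) and Plaur (1.73), with limma log2 changes. Platr13 was listed at 0 in both WT libraries. The 10 lowest were Actc1, Grb10, Myh6 (-3.02), Tnni1 (-2.96), Ttn (-2.80), Tnnt2 (-2.72), Myl7 (-2.60), Frem1 (-2.56), Dlk1 (-2.55) and Slc13a4 (-2.54). Plaur, Grb10, Tnni1, Tnnt2, Myl7 and Dlk1 passed whichever of the 4 libraries was left out. Vax2, Klf4, Cbr3, Lama1, Platr13 and Snhg20 passed in 3 of the 4 such models, Actc1, Nupr1, Aqp8, Myh6, Ttn, Frem1 and Slc13a4 in 2, and Srgn in 1.

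**Figure D2:**
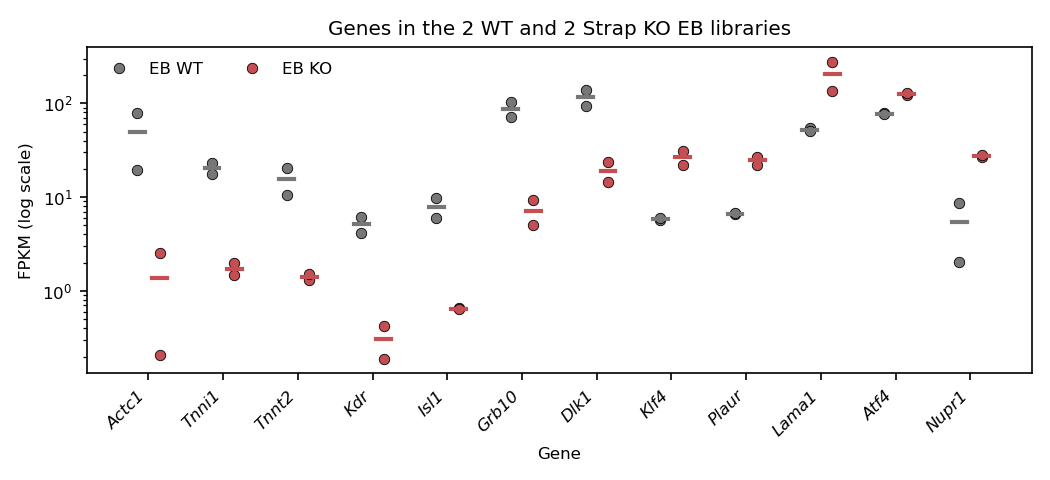
FPKM on a log axis of 12 genes in WT and KO EBs. Points show the 2 libraries of a group and lines the mean, with Actc1 lower in KO and Klf4 higher.

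Of 27 cardiac muscle genes, 10 fell, 0 rose and 17 did not pass, and 13 fell when adjusted over the list alone. Tnni1 (-2.96, SE 0.188), Tnnt2 (-2.72, SE 0.267) and Myl7 (-2.60, SE 0.309) encode parts of the sarcomere, and Hand2 (-1.84, SE 0.266) is a heart transcription factor. The list's median log2 change was -1.26 (camera adjusted p = 1.82e-09, and adjusted p = 0.367 with an estimated correlation), and it ran from -1.86 to -0.92 over the settings. The first WT EB library, which held 14.9% of ribosomal-RNA-like FPKM, had more of Tnnt2 (20.5 FPKM) than the second (10.6).

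Of 25 genes of the integrated stress response, 8 rose, 0 fell and 17 did not pass, and 16 rose when adjusted over the list alone. They included the transcription factor Atf4 (0.68, SE 0.080, limma adjusted p = 0.0196) and its targets Sesn2 (0.87), Chac1 (1.02) and Gpt2 (0.81). All 25 had a positive change, with a median of 0.69 (camera adjusted p = 2.13e-09, and adjusted p = 0.167 with an estimated correlation). Of 24 p53 targets, 3 rose and 21 did not pass, with 8 rising when adjusted over the list alone. Sesn2, which is on both lists, was joined by Mdm2 (0.51) and Cdkn1a (0.55). The p53 list passed (camera adjusted p = 0.00243, and adjusted p = 0.367 with an estimated correlation), and its adjusted p was 0.0967 without the second WT library.

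Of 30 imprinted genes, 6 fell, 0 rose and 24 did not pass, and 14 fell and 1 rose when adjusted over the list alone. Grb10, Dlk1 (-2.55, SE 0.270), Asb4 (-2.29, SE 0.241) and Zim1 (-2.01, SE 0.258) were among them. The median was -0.69 (camera adjusted p = 9.21e-07, and adjusted p = 0.367 with an estimated correlation), and it ran from -0.99 to -0.36 over the settings. H19, in a merged row with Mir675, fell by 2.30 (SE 0.276, limma adjusted p = 0.0199), and Igf2 had -1.19 (SE 0.624, limma adjusted p = 0.281), which did not pass.

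Mesenchymal and vascular genes were lower. Of 27 fibroblast and mesenchyme genes, 8 fell, 1 rose and 18 did not pass, with 11 falling and 1 rising when adjusted over the list alone. Twist2 (-1.56) and Col5a1 (-1.71) were examples (camera adjusted p = 4.89e-07, and adjusted p = 0.367 with an estimated correlation). Of 18 endothelial genes, 4 fell, 1 rose and 13 did not pass, with 7 falling and 2 rising when adjusted over the list alone. The receptor gene Kdr fell by 2.21 (SE 0.187), and Sox7 rose (1.53). The endothelial list passed (camera adjusted p = 0.00243, and adjusted p = 0.367 with an estimated correlation) but had a camera adjusted p of 0.0934 with only the 4 EB libraries. Of 21 limb bud genes, 3 fell and 18 did not pass, with 8 falling and 1 rising when adjusted over the list alone. Prrx1 (-1.23) and Hand2 were among them (camera adjusted p = 0.000623, and adjusted p = 0.258 with an estimated correlation). Of 25 neural crest genes, 4 fell, 1 rose and 20 did not pass, with 6 falling and 2 rising when adjusted over the list alone. Snai2 fell by 1.37 and Snai1 rose (1.48) (camera adjusted p = 0.00263, and adjusted p = 0.438 with an estimated correlation, and fry adjusted p = 0.0633). In Strap KO against WT EBs without the second KO library, the neural crest adjusted p was 0.0681. Prrx1 and Hand2 are each on more than 1 of these lists.

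Neuronal genes were lower in part. Of 26 genes of neurogenesis and early neurons, 2 fell, 1 rose and 23 did not pass, with 9 falling and 1 rising when adjusted over the list alone. Isl1 fell by 2.39 (SE 0.211) and Elavl4 by 1.65 (SE 0.261), whereas Stmn2 rose (1.37, SE 0.149). Isl1 is also a gene of heart progenitors. The list's median was -0.67 (camera adjusted p = 8.88e-05, and adjusted p = 0.462 with an estimated correlation, and fry adjusted p = 0.114), and it ran from -1.46 to -0.33 over the settings. Of 26 neural progenitor genes and 21 forebrain and midbrain genes, 0 passed in limma in either direction, also when adjusted over the list alone, and 4 and 3 had an unadjusted p under 0.05 (camera adjusted p = 0.281 and 0.271). Of 19 hindbrain and spinal cord genes, 0 passed in limma, 4 had an unadjusted p under 0.05 and 1 fell when adjusted over the list alone (camera adjusted p = 0.154). Over all 15160 rows, 3941 had an unadjusted limma p under 0.05. The neural progenitor result depended on the library left out and on the replicate block, with which that list passed as lower. In Strap KO against WT EBs without the first KO library that list passed as lower (median -1.05, camera adjusted p = 0.000630), and without the second it had a median of 0.32 (camera adjusted p = 0.896).

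Of 26 pluripotency genes, Klf4 (SE 0.215) rose and 25 did not pass, with 8 rising when adjusted over the list alone. Tbx3 (1.15), Zfp57 (0.94) and Fgf4 (1.54) had positive changes that did not pass over all rows. The median was 0.67 (camera adjusted p = 0.000155, and adjusted p = 0.521 with an estimated correlation, and fry adjusted p = 0.175). Without the first WT library the median was 0.15 and the camera adjusted p was 0.125.

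The other lists past the camera threshold were replication-dependent histones, hypoxia and glycolysis, visceral endoderm and yolk sac, and maternal decidua and stroma. The last is called the decidua list below. EBs were grown from ESCs in culture, so its name does not mean that maternal cells were present. Of 27 histone genes, 6 rose and 21 did not pass, with 15 rising when adjusted over the list alone. Hist2h4 (0.93) and Hist1h4i (0.88) were examples (camera adjusted p = 1.86e-07, and adjusted p = 0.367 with an estimated correlation). Near-identical copies make single histone genes uncertain. By fry, the hypoxia and glycolysis list (fry adjusted p = 0.130) and the visceral endoderm and yolk sac list (fry adjusted p = 0.181) did not pass. Of 29 hypoxia and glycolysis genes, P4ha2 (0.80) rose and 28 did not pass, with 1 rising when adjusted over the list alone (camera adjusted p = 0.000112, and adjusted p = 0.510 with an estimated correlation). That list had an adjusted p of 0.0742 without the second KO library. Of 21 visceral endoderm and yolk sac genes, 2 fell (Slc13a4 and Gpc3, -1.20), Lrp2 rose (0.80) and 18 did not pass, with 4 falling and 1 rising when adjusted over the list alone (camera adjusted p = 0.00243, and adjusted p = 0.510 with an estimated correlation, and 0.133 without the first KO library, at the preset correlation). Of 8 decidua genes, Hsd11b2 (-2.18) fell and 7 did not pass, with 3 falling when adjusted over the list alone (camera adjusted p = 0.0269, and adjusted p = 0.367 with an estimated correlation, and 0.0865 without the second KO library, at the preset correlation). In Strap KO against WT EBs the decidua list also did not pass without a filter (camera adjusted p = 0.135), with quantile normalization (0.0815) or with only the 4 EB libraries (0.0686). Over the settings the medians of other EB lists that passed ran from 0.18 to 0.57 for histones, 0.17 to 0.53 for hypoxia, 0.15 to 1.19 for pluripotency, -1.23 to -0.53 for fibroblast and mesenchyme genes, -0.69 to -0.24 for limb bud, -0.72 to -0.24 for neural crest, -0.91 to -0.42 for endothelium and -1.16 to -0.06 for decidua.

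Genes of the splicing machinery showed 0 limma calls in KO EBs. These were 20 genes of the 17S U2 snRNP (median 0.04, camera adjusted p = 0.940), 30 of other spliceosomal particles (0.13, camera adjusted p = 0.154), 14 of the SMN complex (0.12, camera adjusted p = 0.558) and 36 splicing regulators (-0.08, camera adjusted p = 0.133). Adjusted over the list alone, 0 passed in each, and 4, 6, 4 and 5 of them, in that order, had an unadjusted p under 0.05. Over all 15160 rows, 3941 had an unadjusted limma p under 0.05 and 581 were called. Beside those shares, the counts mark these lists neither as changed nor as spared. Of 14 genes that the study named in splicing, isoform or RNA-binding experiments, Lmna rose (1.08, SE 0.174, limma adjusted p = 0.0362) and 13 did not pass, with 2 rising and 1 falling when adjusted over the list alone. The study picked some of these genes on EB or embryo material, so the list is not independent evidence (camera adjusted p = 0.940).

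**Figure D3:**
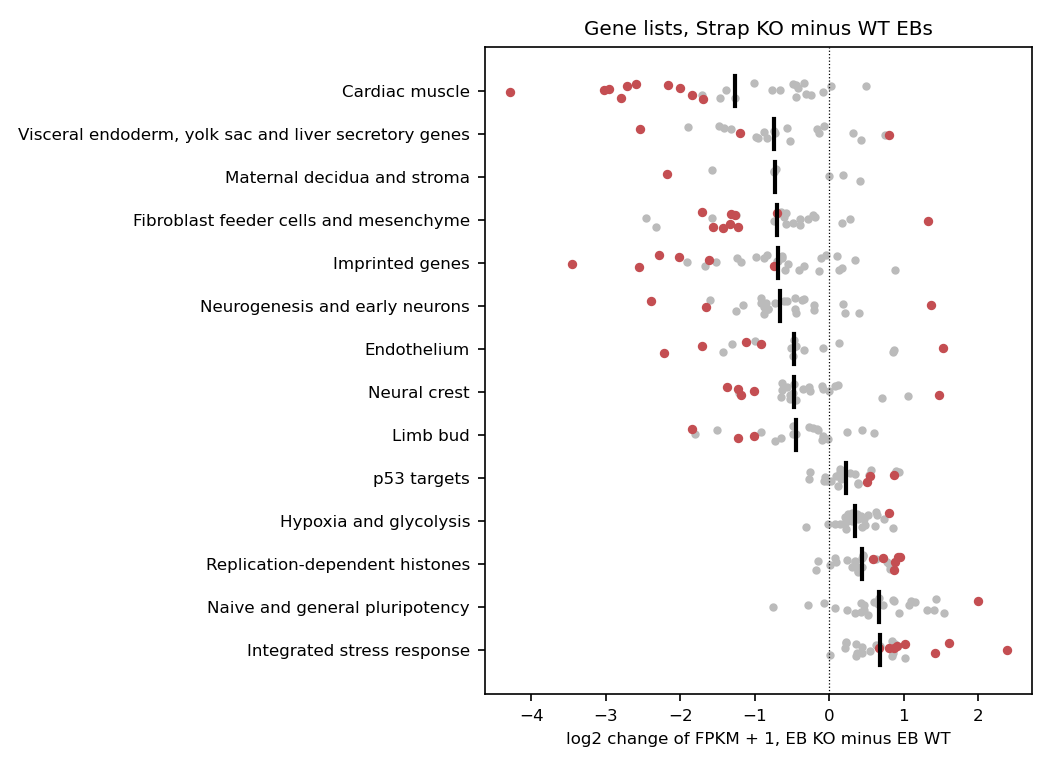
Log2 change of list members in KO against WT EBs. Red points passed at an adjusted p under 0.05, grey points did not, and black lines mark the list medians, from -1.26 for cardiac muscle to 0.69 for the integrated stress response.

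ESCs without Strap had no replicate, and the difference has no replicate check. Of 9829 genes with FPKM of at least 5 in either library, 377 were at least 2-fold apart, 170 higher and 207 lower in KO. By the same rule the 2 libraries of a group differed in 647 of 10144 genes in WT EBs and 658 of 10073 in KO EBs, and in 84 of 9287 at E8.0 and 69 of 9394 at E9.0, so the 377 cannot be read as an effect of genotype. Genes of hypoxia and glycolysis were higher for 28 of 28, with a median log2 ratio of 0.44, at the 100th percentile of random lists; the glucose transporter Slc2a1 had 87.9 FPKM in WT and 165 in KO. Of 25 pluripotency genes 16 were lower and 9 higher, with a median of -0.20 at the 0.08th percentile. Nanog had 494 FPKM in WT and 390 in KO, Zfp42 36.9 and 23.5, and Pou5f1 554 and 664. Of 25 p53 targets 19 were lower, with a median of -0.20 at the 0.66th percentile, and 4 of 4 visceral endoderm and yolk sac genes were lower (-0.79, 0.13th percentile). The integrated stress response had a median of 0.17 at the 98.4th percentile, and imprinted genes -0.03 at the 39.5th. Random lists ignore genes that move together between libraries: between 2 pools of E9.0 embryos the hypoxia list lay at the 0th percentile, and the erythroid list at the 100th between E8.0 pools. An extreme percentile here therefore does not mark a difference of genotype.

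The highest log2 ratios were those of Snora16a and Mir3068, which were listed at 0 in WT, then Derl3 (2.64), Erdr1 (2.44), Ece1 (2.16), Lockd (2.00), Map1a (1.81), Vax2 (1.79), Tcf19 (1.75) and Crip1 (1.54). The lowest were Pramel7 (-3.27), Rps12l1 and Rps15a-ps3, which were listed at 0 in KO, Pramel6 (-2.63), Lefty2 (-2.59), Trim43a (-2.45), Strap (-2.17), Cd3g (-2.17), Mpc1-ps (-2.13) and Rpl39l (-2.08). Pramel7 and Pramel6 are genes of early embryos and naive ESCs, and Lefty2 is an inhibitor of Nodal signalling. Across 9630 genes the KO ratios in ESCs and EBs had r = 0.20 and rho = 0.25, where genes are not independent replicates. The count was 980 with FPKM of at least 1.

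Differentiation separated WT EBs from WT ESCs in these libraries, with 1 ESC library and so no test. Pluripotency genes had a median log2 difference of -1.69 and were lower for 24 of 26, below all random lists; Nanog had 494 FPKM in WT ESCs and 85.5 ± 37.2 (SD, n = 2) in WT EBs. Cardiac muscle genes had a median of 2.19, and Tnnt2 went from 0.666 to 15.6 ± 6.96 FPKM (SD, n = 2). Neural progenitor genes had 1.16, definitive endoderm 1.92, visceral endoderm and yolk sac 3.06 and imprinted genes 1.27, each above all random lists. Pax6, a neural transcription factor, went from 0.052 to 6.15 ± 3.14 FPKM (SD, n = 2). Neural progenitor genes differed between the first and second WT EB library in both directions: Fabp7 had 12.9 and 3.04 FPKM, and Sox2 38.0 and 62.9. For WT EBs against WT ESCs the pluripotency median was -1.14 without the first WT EB library and -2.41 without the second. The limits of random lists given for the ESC pair hold here as well.

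Between E8.0 and E9.0, WT embryos gained blood and neuronal transcripts and had less of the transcripts that encode secreted proteins of visceral endoderm and yolk sac. Hbb-y, an embryonic globin, went from 242 ± 180 to 4648 ± 1640 FPKM (SD, n = 2), a log2 change of 4.44 (SE 0.531, limma adjusted p = 0.0151). The apolipoprotein gene Apoa1 fell by 5.52, from 138 ± 49.7 to 2.27 ± 2.02 FPKM (SD, n = 2; SE 0.541, limma adjusted p = 0.00781). Barx1, a transcription factor of the facial mesenchyme, rose by 2.87 (SE 0.151, limma adjusted p = 0.00299). With an estimated correlation 0 of 36 lists passed, against 16 with the preset one, and 5 had an unadjusted camera p under 0.05.

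In the limma model 182 rows rose and 170 fell at E9.0, 352 in all. That excess of rises turned to 129 up and 178 down with a pseudocount of 0.1, and 94 and 113 with the stricter filter. At unadjusted p under 0.01 with an absolute log2 fold change over 1, 225 were higher and 218 lower. For its own list of embryo genes the study stated a fold change over 2 with a false discovery rate under 0.05, which was not applied here. The groups did not overlap for 66.2% of rows, where chance gives 33.3%. With only the 4 embryo libraries in the model 3691 rows passed, and without 1 library 25 (first E8.0), 20 (second E8.0), 24 (first E9.0) or 22 (second E9.0) did.

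Among the 10 highest genes were Hbb-y, Hba-a2 (3.28), Barx1, Hba-a1 (2.69), Col1a1 (2.43), Aldh1a3 (2.42), Pou3f3 (2.42), Ckb (2.40) and Zic1 (2.34). The 10 lowest were Apoa1, Cubn (-5.30), Apob (-5.07), Spink1 (-4.92), S100g (-4.81), Apom (-4.49), Ttr (-4.46), Rbp4 (-4.26), Slc13a4 (-3.88) and Slc2a2 (-3.87). Barx1, Ckb and Slc2a2 passed whichever library was left out, Ttr passed in 3 of the 4 such models and Hba-a2 and Hba-a1 in 2. Hbb-y, Col1a1, Aldh1a3, Apoa1, Apob and Rbp4 passed in 1, and Pou3f3, Zic1, Cubn, Spink1, S100g, Apom and Slc13a4 in 0.

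Of 21 visceral endoderm and yolk sac genes, 16 fell, 0 rose and 5 did not pass, with 19 falling when adjusted over the list alone (median -2.99, camera adjusted p = 7.17e-21, and adjusted p = 0.288 with an estimated correlation). Ttr, Apob and Rbp4 carry lipids, thyroid hormone or retinol in the embryo's fluids. The list also moved between the 2 pools of a stage, with a median difference of 0.61 at E8.0 and -0.24 at E9.0. Of 24 erythroid genes, 10 rose, 0 fell and 14 did not pass, with 21 rising when adjusted over the list alone (median 1.27, camera adjusted p = 2.62e-18, and adjusted p = 0.381 with an estimated correlation). Epb42 (1.21) and Alas2 (2.26), the first enzyme of heme synthesis in red cells, were among them, and reads of near-identical globin copies make single globin genes uncertain. The erythroid list also differed between pools, by 0.41 at E8.0 and -0.40 at E9.0.

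Of 26 genes of neurogenesis and early neurons, 7 rose, 0 fell and 19 did not pass, with 16 rising and 1 falling when adjusted over the list alone. Neurog1 (2.13, SE 0.277), Neurod4 (1.92, SE 0.281) and Neurog2 (1.45, SE 0.212) are proneural factors (camera adjusted p = 5.05e-11, and adjusted p = 0.381 with an estimated correlation). The median was 1.06 and ran from 0.49 to 1.48 over the settings, and the list did not pass with the stricter filter. It differed by 0.10 between the E9.0 pools. Of 26 neural progenitor genes, Zic1 and Pou3f3 rose and 24 did not pass, with 5 rising when adjusted over the list alone (camera adjusted p = 0.000820, and adjusted p = 0.542 with an estimated correlation, and fry adjusted p = 0.209). Of 25 neural crest genes, 3 rose and 22 did not pass, with 5 rising when adjusted over the list alone. Barx1 and Prrx1 (1.32) were among them (camera adjusted p = 0.00553, and adjusted p = 0.446 with an estimated correlation).

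Of 17 primitive streak genes, 4 fell and 13 did not pass, with 6 falling when adjusted over the list alone. Cdx1 (-2.20) and Tbx6 (-1.04) were examples (camera adjusted p = 8.93e-06, and adjusted p = 0.295 with an estimated correlation), and the list differed by -0.12 between the E8.0 pools. Of 21 presomitic mesoderm and somite genes, 5 fell, 1 rose and 15 did not pass, with 9 falling and 3 rising when adjusted over the list alone. Nkx1-2 (-2.07) and Cyp26a1 (-1.46) fell (camera adjusted p = 0.0120, and adjusted p = 0.458 with an estimated correlation). In E9.0 against E8.0 embryos with only those 4 libraries the presomitic list did not pass (camera adjusted p = 0.186). Of 19 definitive endoderm genes, 3 fell, 1 rose and 15 did not pass, with 11 falling and 1 rising when adjusted over the list alone. Hnf4a fell by 2.32 and Nkx2-1 rose (1.28) (camera adjusted p = 4.90e-07, and adjusted p = 0.181 with an estimated correlation), and the list differed by -0.17 between the E9.0 pools. Of 18 Wnt target genes, 3 fell, 1 rose and 14 did not pass, with 7 falling and 1 rising when adjusted over the list alone. Cdx4 fell by 2.69 (camera adjusted p = 0.000535, and adjusted p = 0.295 with an estimated correlation). Cdx1 and Cdx2 are on several of these lists. Of 10 posterior Hox genes, 4 rose and 6 did not pass, with 5 rising when adjusted over the list alone. Hoxa10 (1.79) and Hoxd13 (1.44) were examples (camera adjusted p = 0.000492, and adjusted p = 0.446 with an estimated correlation). The Hox median was 0.68 and ran from 0.09 to 1.30 over the settings, the list did not pass with the stricter filter, and it differed by 0.28 between the E8.0 pools.

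Of 29 hypoxia and glycolysis genes, 3 fell and 26 did not pass, with 4 falling when adjusted over the list alone; the glucose transporters Slc2a1 (-1.07) and Slc2a3 (-2.06) fell (median -0.32, camera adjusted p = 2.00e-05, and adjusted p = 0.458 with an estimated correlation). The hypoxia list also differed by -0.19 between the E9.0 pools and did not pass by fry (fry adjusted p = 0.114). Of 27 histone genes, 4 rose and 23 did not pass, with 17 rising when adjusted over the list alone (camera adjusted p = 4.69e-13, and adjusted p = 0.288 with an estimated correlation), and the list differed by 0.14 between the E8.0 pools and -0.11 between the E9.0 pools. Of 27 fibroblast and mesenchyme genes, 4 rose and 23 did not pass, with 8 rising and 2 falling when adjusted over the list alone. Col1a1 and Twist2 (1.72) were examples (camera adjusted p = 3.38e-06, and adjusted p = 0.395 with an estimated correlation), with -0.14 between the E9.0 pools. Of 20 cholesterol synthesis genes, 0 passed in limma, 10 had an unadjusted p under 0.05 and 4 rose when adjusted over the list alone (camera adjusted p = 1.98e-05, and adjusted p = 0.446 with an estimated correlation), with 0.13 between the E8.0 pools. Of 18 endothelial genes, Robo4 (1.04) rose and 17 did not pass, with 2 rising when adjusted over the list alone (camera adjusted p = 0.0297, and adjusted p = 0.446 with an estimated correlation, and 0.110 without the first E9.0 library, at the preset correlation). The endothelial list did not pass with a pseudocount of 0.1, the stricter filter or quantile normalization either. By fry, the endothelial list (fry adjusted p = 0.0745) and the cholesterol list (fry adjusted p = 0.0801) did not pass. In E9.0 against E8.0 embryos, of 24 p53 targets, Plk3 (1.24) and Btg2 (0.66) rose and 22 did not pass, with 2 rising when adjusted over the list alone (camera adjusted p = 0.0406, and adjusted p = 0.446 with an estimated correlation, and 0.0598 without the second E8.0 library and 0.0986 without the first E9.0 library, at the preset correlation). The p53 list also did not pass with the stricter filter, quantile normalization or only the 4 embryo libraries, and it differed by -0.09 between the E9.0 pools. Cardiac muscle genes had a median of 0.11 (camera adjusted p = 0.699), and genes of the 17S U2 snRNP -0.01 (camera adjusted p = 0.736).

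**Figure D4:**
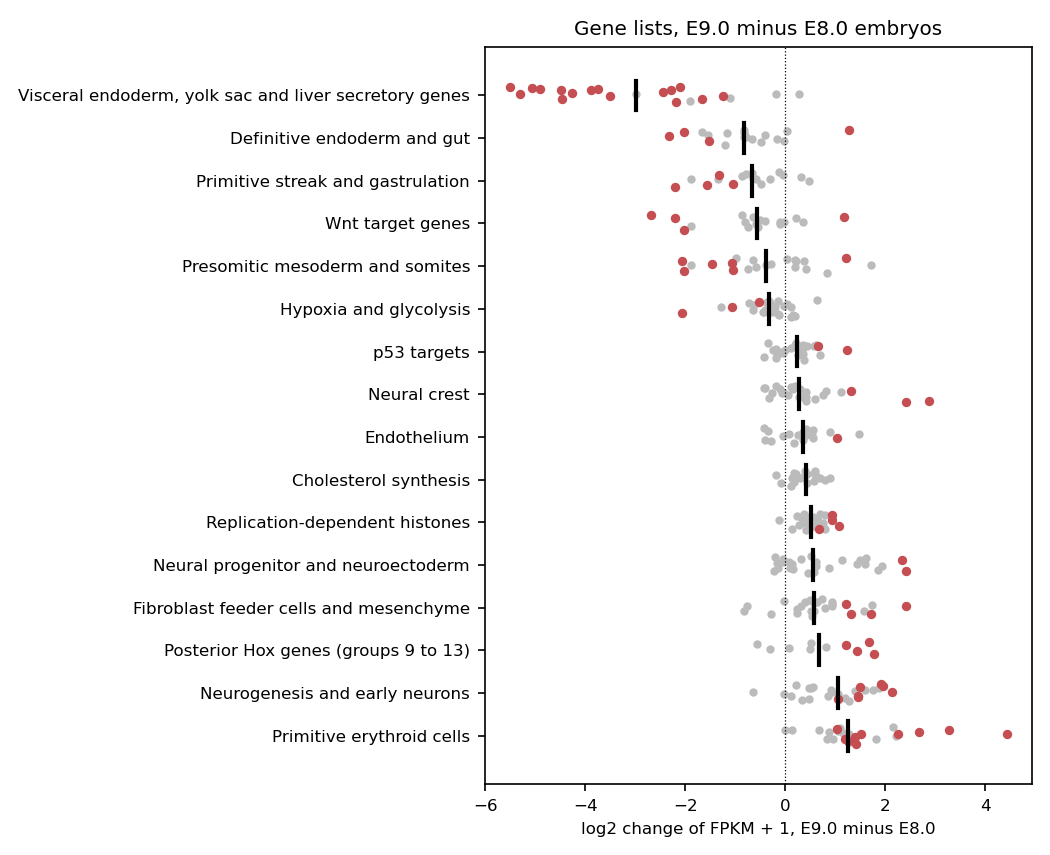
Log2 change of list members at E9.0 against E8.0. Red points passed at an adjusted p under 0.05, grey points did not, and black lines mark the list medians, from -2.99 for visceral endoderm and yolk sac to 1.27 for erythroid cells.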

Values the study reported

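The study reported 154 genes altered between Strap KO and WT ESCs. For EBs at day 9 it reported 146 genes with higher and 261 genes with lower expression after loss of STRAP. With rMATS, a tool that counts junction reads, it found 454 alternative splicing events in 397 genes of the KO EBs. It also reported altered splicing variants from a further tool, MAJIQ, whose counts are not given here.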

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

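Opposite changes in ESCs and EBs were searched for among 330 genes that passed in EBs and were measured in ESCs. The bound of 2-fold was set after values had been seen. Myl4, an atrial myosin light chain, had a log2 ratio of 1.31 in KO ESCs (2.37 FPKM in WT, 7.38 in KO), while it fell by 2.16 in EBs (SE 0.347, limma adjusted p = 0.0359). Ece1, the endothelin-converting enzyme, had a log2 ratio of 2.16 in KO ESCs (12.6 FPKM in WT, 59.5 in KO), while it fell by 1.03 in EBs (SE 0.177, limma adjusted p = 0.0391). The difference between ESCs and EBs was not tested, since each ESC group had 1 library. Of all 9829 genes compared in ESCs, 377 were at least 2-fold apart, a count that cannot be read as an effect of genotype. The 2 opposite cases cannot be read as such an effect either. Another 8 genes, Strap among them, moved the same way by at least 2-fold in both.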

How the results depend on the processing

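Weights by material, the 4-library model with the replicate block and lists with merged rows were chosen after the data were seen. Calls in EBs numbered 581 and became 277 without a filter, 7 with only the 4 EB libraries, 21 with weights by material and 60 to 1361 without 1 library. With the replicate block they were 2615, and 710 for the 4 EB libraries with that block. The block alone took the call from the decidua list in EBs and from the presomitic and p53 lists in embryos. It gave a call to 3 lists in Strap KO against WT EBs, all lower. These were definitive endoderm, trophoblast and neural progenitor genes (the last with camera adjusted p = 0.0423). Deviations of same-numbered libraries had r = 0.42 in EBs and -0.03 in embryos. Column headers of same-numbered WT and KO EB libraries begin alike (Lin for the first, LJ for the second). A shared batch is therefore possible, though not stated, and the main model takes no account of it. Calls in embryos numbered 352 and became 234 without a filter, 207 with the stricter filter, 3691 with only the 4 embryo libraries, 967 with the block, 3308 with both, 3910 with weights by material and 20 to 25 without 1 library. Fewer libraries or another number of tested rows are part of some settings; the cause was not tested otherwise. With an estimated correlation 0 lists passed in EBs (14 at the preset) and 0 in embryos (16). Strap in EBs kept -2.19 in the 4-library model, where a difference of group means cannot change, and did not pass. Every called gene had groups that did not overlap, so removing a library could not turn its direction. The following count was thus largely fixed in advance. Of 53 named genes that passed in EBs and 54 in embryos, 0 changed direction in any setting. Genes near 0 did in EBs: with quantile normalization Tcf7l2 had -0.03, Cep57 -0.08, Dnmt3b -0.04 and Upf3a -0.01, and without 1 library the ranges were -0.33 to 0.40 for Tcf7l2, -0.15 to 0.21 for Cep57, -0.22 to 0.31 for Dnmt3b, -0.21 to 0.14 for Ppp2r2d, -0.14 to 0.20 for Upf3a, -0.48 to 0.05 for Etl4 and -0.82 to 0.08 for Nin. In embryos they were -0.12 to 0.13 for Strap, -0.07 to 0.04 for Tcf7l2, -0.19 to 0.03 for Ppp2r2d and -0.01 to 0.24 for Upf3a. In ESCs the 377 genes became 980 with FPKM of at least 1. For WT EBs against WT ESCs the pluripotency median ran from -2.41 to -1.14 without 1 EB library. A model that leaves out 1 library assumes that the remaining one varies like the other groups. Low depth in ESCs and in the second KO EB library limits low genes.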

Other observations

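The predictions weighed here, with their bounds, were set after the results were seen, although the models without 1 library and the list tests had been planned. The bounds for Igf2 and for the 2 pools of a stage were tightened after a first outcome had been read.

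Markers of fibroblasts and macrophages were detected in the ESC libraries. Col1a1, the main collagen of fibroblasts, had 164 and 149 FPKM in WT and KO ESCs and 8.18 ± 0.200 (SD, n = 2) in WT EBs, and the ESCs were grown on mouse fibroblast feeders. The macrophage gene Lyz2 had 16.6 and 12.7 FPKM in ESCs and was listed at 0 in both WT EB libraries. In WT EBs against WT ESCs, fibroblast genes had a median of -1.79 and myeloid genes -1.46, each below all random lists. Genes of a 2-cell-like state, which arises within ESC cultures, had -2.10, also below all random lists. The source of these transcripts was not tested. The Y-linked gene Eif2s3y had 1.69 and 2.87 FPKM in ESCs, at most 0.033 in EBs and 9.04 to 14.8 in embryos.

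In KO EBs, targets of TGF-beta, Nodal and BMP moved both ways. Of 25 genes, 5 fell, 2 rose and 18 did not pass, with 7 falling and 2 rising when adjusted over the list alone (camera adjusted p = 0.154; limma for genes). Id1 (-1.18), which responds to BMP, and Tgfbi (-1.48) fell, while Snai1 (1.48) and Cdkn1a (0.55) rose. Of 20 cholesterol synthesis genes, Insig1 (1.12) and Pmvk (0.85) rose. Foxa1 (-1.41), a transcription factor of endoderm, also fell. These genes were picked after their values were seen.

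Cardiac muscle genes were lower in KO than in WT EBs. Without the first WT EB library, which carried the most ribosomal RNA, the median log2 change was -0.92, and without the shallower second KO EB library it was -0.94, which argues against either library as the whole cause. KO cultures that had moved less far along every lineage may also have less cardiac RNA: neural progenitor genes had a median of -0.33, above the cardiac median by 0.93, with a 95% bootstrap interval from -0.04 to 1.66. That interval includes 0, and in Strap KO against WT EBs the neural progenitor median ran from -1.05 to 0.32 without 1 library. Other lists also bear on a delay. Pluripotency genes were higher (median 0.67), and those of neurogenesis (-0.67), visceral endoderm (-0.74), endothelium (-0.48) and neural crest (-0.47) were lower. Forebrain (-0.09), hindbrain (-0.10), primitive streak (-0.08) and posterior Hox (0.15) lists did not pass. With an estimated correlation no list passed. A general delay and a loss of the cardiac lineage thus cannot be told apart. Loss of STRAP itself, which the design names, remains open and untested beyond these comparisons.

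Imprinted genes were lower in KO than in WT EBs. A switch of the control region shared by H19 and Igf2 would move them apart, but Igf2 had -1.186 (SE 0.624) beside H19 at -2.302. With Igf2 less than 2 SE below 0, such a switch at this locus cannot be told apart from a joint fall. A difference between the cell lines from before differentiation may contribute: in ESCs the list lay at the 39.45th percentile (median -0.028), which decides nothing with 1 library per genotype. The general delay weighed for cardiac genes was not tested for this list, whose median was 1.27 higher in WT EBs than in WT ESCs.

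Visceral endoderm and yolk sac genes were lower in E9.0 than in E8.0 embryos. The 13 members with a mean of 10 FPKM or more had a median of -4.26, where a loss near the floor would spare them. Such means are largely carried by E8.0, so this choice favours large falls. Apparent depth was 2.4 and 2.02 at E8.0 and 1.82 and 2.96 at E9.0. The E8.0 libraries were thus not consistently deeper, which argues against depth as the cause. A share of yolk sac tissue that differed between pools is a candidate explanation: the list differed by 0.611 between the E8.0 pools and by -0.241 between the E9.0 pools, outside matched random lists in both stages. Pools of 1 stage do not measure how that share differed between stages, so tissue share and stage cannot be told apart. That share was not weighed for the definitive endoderm list, which was also lower at E9.0. A change of stage, which the design names, remains open.

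At the study's stated thresholds, counts for EBs were 195 higher and 238 lower. They were 219 and 414 with a pseudocount of 0.1, and 100 and 123 with only the 4 EB libraries. The count for ESCs was not set beside the study's, because no test was made with 1 library per genotype.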
